A study of Drosophila melanogaster with 9 samples. Its data were reported in "Quantifying post-transcriptional regulation in the development of Drosophila melanogaster" (2018).

How the data were processed

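RNA sequencing was performed on S2R+ cells, an adherent *Drosophila* line derived from late embryos. Hrb98DE was depleted with 1 of 2 double-stranded RNAs (dsRNAs), and the control cells received a dsRNA against lacZ, a bacterial gene that flies lack. Per the labels, cells were grown at 25 °C, took up dsRNA during serum starvation for 6 h and were collected on day 5 after the first treatment. Polyadenylated RNA was converted to stranded libraries from 500 ng of RNA with 11 PCR cycles.

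The authors aligned the paired-end reads to the BDGP6 fly genome with STAR, kept primary alignments, discarded reads that mapped to many loci and counted reads per gene with featureCounts and the Ensembl gene models. The deposited files hold these raw read counts per gene, with 1 file per sample, no normalisation and no pooling of replicates. The deposited counts are whole numbers for the same 17559 FlyBase gene identifiers in every file, and reads not assigned to a gene are not listed. Gene-level counts sum over all isoforms, so changes in splicing that leave the total unchanged cannot be seen in them.

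Samples were grouped by their titles into KD1 (first dsRNA), KD2 (second dsRNA) and lacZ, with 3 replicates in each of the 3 groups. Symbols were taken from a FlyBase identifier table, which matched 98.26% of the identifiers. Positions, exon lengths and gene classes came from Ensembl release 115 of the same BDGP6 assembly, and 162 of the genes analysed had no entry in it.

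Genes with a mean CPM (read counts scaled to a common library total) above 1 over all 9 samples were kept, which left 7406 genes holding at least 99.91% of the counts of each sample. Counts were scaled by median-of-ratios size factors, which ranged from 0.9043 to 1.07, and are given as normalised read counts. DESeq2 (version 1.42.0, R 4.3.3) was fitted to all 9 samples with a 3-level group factor and no covariates. Contrasts were tested with the default Wald test, Benjamini-Hochberg adjustment and independent filtering at an alpha of 0.1. A gene was past the threshold at an adjusted p-value under 0.05 with a fold change above 1.3 in either direction. The test and these thresholds follow the methods of the study. The study used an older DESeq2 version, whose default shrank fold changes, and this prior was run as an alternative. The study removed lowly expressed genes by RPKM. That filter was also run as an alternative, because exon lengths are not in the count files. All adjusted p-values below come from this DESeq2 fit unless another tool is named.

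The sets from KD1 and KD2 were intersected by direction, and the log2 fold changes were compared across genes by Pearson and Spearman correlation and by a total least squares slope. Genes are not independent replicates, so no p-value is attached to these correlations. The error of the slope and of the correlation was estimated with a jackknife over the 9 samples. A set of 13 glycolytic enzymes was tested with the fry rotation test of limma (version 3.58.1) on voom-transformed counts, with Benjamini-Hochberg adjustment over the comparisons of KD1 and of KD2 with lacZ. Its median change was also ranked among 10000 random sets matched on expression.

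The genes named were fixed by a rule. Hrb98DE, its paralog Hrb87F and 3 genes that the study discusses (14-3-3zeta, dl and dom) were always named. To these were added the 5 genes that rose most and the 5 that fell most, ranked by the smaller of the changes under KD1 and KD2. Eligible genes had a mean CPM above 5, were past the threshold in both comparisons and had all 6 knockdown samples on one side of all lacZ samples. For KD1 against KD2, up to 3 genes other than Hrb98DE were taken, under the same CPM limit and with no overlap between the groups. Glycolytic genes were named if past the threshold in both comparisons.

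The replicate numbers in the titles are shared in part between groups, and any pairing of samples comes only from them. A fit with the replicate number as a block was therefore run beside the one without it. The other alternatives were the edgeR quasi-likelihood test (version 4.0.16), TMM factors, no filter on low counts, the RPKM filter, fits of only the groups compared, other fold-change thresholds, no independent filtering and leaving out each sample in turn. All choices so far were made before the data were examined. A correction of each sample for exon length, with and without the replicate block, was added after the data had been seen. Corrections for GC content were not run, since no genome sequence was used here.

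The DESeq2 procedure was tested on simulated counts for the same 7406 genes with 200 genes changed, of which 97% were called, with 4 false calls among 198. The same simulated counts analysed with edgeR gave 97% and 6 false calls among 200. All simulated changes were clearly larger than 1.3-fold, the most weakly expressed genes were left unchanged, and genes varied independently. The share called among changes close to the threshold, or with variation shared between genes, was therefore not tested. Assigned reads per sample ranged from 13040608 to 15931035. The errors given are over the 3 replicates of a group and hold counting error as well as the spread between cultures. Reads without molecular identifiers are not independent molecules, so counting error alone understates the error. Protein and exon-level data were not analysed here.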

Results

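To follow the transcriptome after depletion of the RNA-binding protein Hrb98DE, read counts per gene were available for 9 libraries of S2R+ cells. Hrb98DE is an hnRNP, a protein that binds pre-mRNA and mRNA. KD1 and KD2 denote cells treated with the first and the second dsRNA against Hrb98DE, and lacZ denotes the control dsRNA. Each group held 3 replicates, numbered 1, 3 and 4 for KD1, 1, 2 and 4 for KD2, and 1, 2 and 3 for lacZ. Libraries contained between 13040608 (lacZ replicate 3) and 15931035 (KD2 replicate 1) reads assigned to genes. Between 10264 and 10519 genes had at least 1 read in a given library.

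Replicates were compared before they were averaged. No 2 files held identical values. The chi-square statistic per degree of freedom between replicates of a group ranged from 4.254 to 14.21, so every pair differed by more than sampling noise, and the largest value separated lacZ replicates 1 and 2. In a principal component analysis of the 500 most variable genes, the first component held 68.2% of the variance and separated all knockdown samples (scores from -8.17 to -6.06) from all lacZ samples (12.42 to 14.98). The labels give no sequencing batch. The mitochondrial large ribosomal RNA took between 0.854% and 1.71% of reads, and its range overlapped between the groups.

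The target gene was examined first. Hrb98DE (FBgn0001215) lies on chromosome 3R at 28599834 to 28605777 of BDGP6, on the plus strand, with 2743 bases of annotated exon. Its normalised read count was 6931 ± 182 in lacZ (SD, n = 3), 977.5 ± 97.2 in KD1 (SD, n = 3) and 1077 ± 73.0 in KD2 (SD, n = 3). The mRNA remaining was thus 14.1% ± 1.4 of the lacZ mean in KD1 and 15.5% ± 1.05 in KD2 (SD, n = 3 each), and no knockdown sample exceeded 16.2%. The log2 fold change was -2.83 ± 0.07 (SE) in KD1, with a Wald statistic of -40.14, and -2.69 ± 0.07 (SE) in KD2, with a Wald statistic of -38.36. Both DESeq2 adjusted p-values were too small to be stored as a number. The edgeR quasi-likelihood test, in which the spread is estimated differently, gave adjusted p-values of 1.33e-12 and 2.41e-12. The alternative that moved these values most was the prior on fold changes, which gave -2.61 and -2.48. Between KD1 and KD2 the log2 difference of Hrb98DE was -0.14 ± 0.07 (SE), with a Wald statistic of -1.9 and an adjusted p of 0.562 (DESeq2).

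The paralog Hrb87F was counted in the same way, because the study describes its binding motif as very similar. Hrb87F (FBgn0004237) lies on chromosome 3R at 13656846 to 13660531, on the minus strand. Its normalised read count was 6155 ± 154 in lacZ, 2564 ± 164 in KD1 and 1436 ± 190 in KD2 (SD, n = 3 each). This left 41.7% ± 2.67 of the lacZ mean in KD1 and 23.3% ± 3.08 in KD2. The log2 fold change was -1.26 ± 0.08 (SE) in KD1, with an adjusted p of 3.42e-56, and -2.10 ± 0.08 (SE) in KD2, with an adjusted p of 3.16e-151 (DESeq2).

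**Figure D1:**
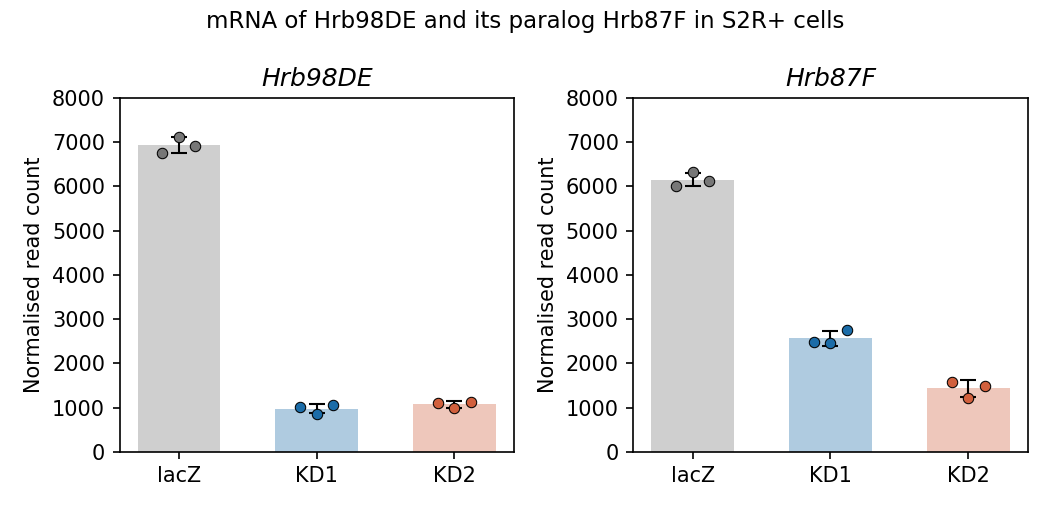
Normalised read counts (y axis, linear from 0) of Hrb98DE and Hrb87F in lacZ, KD1 and KD2 samples; bars are means, error bars are SD over 3 replicates and points are single samples. Hrb98DE lies between 867.3 and 1123 in the knockdown samples of both dsRNAs, whereas Hrb87F lies between 2457 and 2753 in KD1 and between 1223 and 1585 in KD2.

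Next, the effect of each dsRNA on the transcriptome was tested against lacZ. In KD1, 546 of 7406 genes (7.37%) were past the threshold, of which 166 rose and 380 fell. In KD2, 602 genes (8.13%) were past it, of which 217 rose and 385 fell. Without a fold-change requirement, 1571 and 1745 genes had an adjusted p-value under 0.05. Most of the changes detected in this fit were thus smaller than 1.3-fold. In relative terms the count moved most when the Wald test was run against a minimum change of 1.3-fold, which left 97 genes in KD1 and 128 in KD2. The edgeR quasi-likelihood test gave 584 and 661 genes. With the replicate number as a block, 322 genes were past the threshold in KD1 (96 rose, 226 fell) and 344 in KD2 (112 rose, 232 fell). In that fit, 528 genes in KD1 and 559 in KD2 had an adjusted p-value under 0.05. Most of the changes detected with the block were thus larger than 1.3-fold. The replicate numbers did not pair the samples in a measurable way. Deviations from the group means had a mean correlation of -0.06 over the 6 same-numbered pairs from different groups and of 0.02 over the 21 differently numbered pairs (exact permutation of the numbers within groups, 216 arrangements, one-sided p = 0.727).

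When both knockdowns were averaged and compared with lacZ, as the labels also treat them as one condition, 606 genes were past the threshold. Of these, 201 rose and 405 fell. With the replicate block, 389 genes remained, with 122 that rose and 267 that fell.

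To ask whether different dsRNAs gave the same changes, the gene sets were intersected. In total, 441 genes were past the threshold in the same direction under both dsRNAs (147 rose and 294 fell), and 0 genes were past it in opposite directions. This corresponded to 80.8% of the KD1 genes and 73.3% of the KD2 genes. Independent sets of these sizes would share 44.4 genes, counting either direction. Both sets were called against the same lacZ samples, so they are not independent and the overlap cannot be judged against this number. The replicate block reduced the shared set to 250 genes. The remaining 105 genes found only in KD1 and 161 found only in KD2 all changed with the same sign under the other dsRNA. Across all 7406 genes, the log2 fold changes of KD1 and KD2 correlated with a Pearson r of 0.918 (jackknife SE 0.028) and a Spearman rho of 0.846. The lacZ samples are shared between these fold changes, which raises the correlation and can also raise the agreement in sign. When KD1 was set against a single lacZ sample and KD2 against the remaining lacZ samples, r averaged 0.779 over the possible choices. Fewer controls also make the fold changes noisier, so the fall does not measure the effect of sharing alone. The slope of KD2 on KD1 changes over the 441 shared genes was 1.03 with a jackknife SE of 0.056, so the effects of both dsRNAs did not differ in size beyond replicate error.

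**Figure D2:**
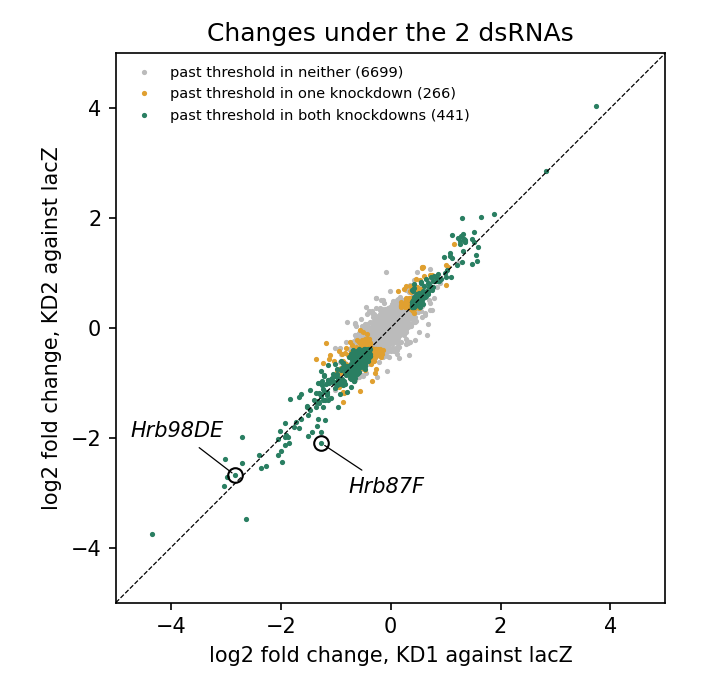
Log2 fold change against lacZ of each of 7406 genes in KD1 (x axis) and KD2 (y axis), with colours for genes past the threshold in both, one or neither knockdown and a dashed line for equal change. The 441 genes past the threshold in both knockdowns scatter around the line, Hrb98DE lies near it at -2.83 and -2.69, and Hrb87F lies below it at -1.26 and -2.10.

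A direct test of KD1 against KD2 addressed whether any gene responded differently. Here 1 gene was past the threshold, Hrb87F, which was higher in KD1 by 0.84 ± 0.08 (SE) on the log2 scale (adjusted p = 4.09e-22, DESeq2). With the replicate block, this difference was 0.82 and Hrb87F was again the single gene. Another 11 genes had an adjusted p-value under 0.05, with differences of 0.20 to 0.30 on the log2 scale. Hrb87F alone kept an adjusted p-value under 0.05 after the correction for exon length, and likewise with the replicate block and with edgeR. Independent filtering restricted the adjustment to 2094 genes, and 384 of 7406 genes had an unadjusted p-value under 0.05.

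Among the 110 genes that rose in both knockdowns with a mean CPM above 5 and no overlap with lacZ, the 5 ranked first were noncoding genes and a pseudogene. The normalised count of lncRNA:CR45036 (FBgn0266396, chromosome 3L, 11364683 to 11365897) went from 8.4 ± 1.7 in lacZ to 113 ± 11 in KD1 and 139 ± 21.3 in KD2 (SD, n = 3 each). This corresponded to log2 fold changes of 3.74 ± 0.33 (SE, adjusted p = 4.67e-27) and 4.04 ± 0.33 (SE, adjusted p = 4.34e-32). The pseudogene CR43727 (FBgn0263975, chromosome 3L, 16581637 to 16582767) rose by 1.89 ± 0.22 (SE) in KD1 and by 2.06 ± 0.21 (SE) in KD2. A pseudogene can share reads with its parent gene, so this value is uncertain. The others were lncRNA:CR43963 within the gene Smr on chromosome X, asRNA:CR44029 opposite unc-13 on chromosome 4 and lncRNA:CR44809 on chromosome 2L, with log2 fold changes between 1.25 and 1.68. These 5 genes were weakly expressed, with mean CPM between 5.48 and 9.02.

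Among the 206 genes that fell under the same conditions, Hrb98DE itself was followed in the ranking by CG15211, TpnC4, CG9521 and CG14275, all protein-coding. CG15211 (FBgn0030234, chromosome X, 10772541 to 10778981) decreased from a normalised count of 752.5 ± 173 in lacZ to 147 ± 7.3 in KD1 and 129 ± 13.2 in KD2. Its log2 fold changes were -2.35 ± 0.15 (SE, adjusted p = 6.08e-52) and -2.54 ± 0.15 (SE, adjusted p = 4.72e-59). TpnC4 changed by -2.27 in KD1 and -2.51 in KD2, CG14275 by -1.92 and -2.13, and CG9521 by -2.71 and -1.98. The CG9521 values had a larger error (SE 0.44 and 0.43), since KD2 samples ranged widely (85.8 ± 54.3 SD, n = 3). All 9 genes added by rank kept their direction and stayed past the threshold under every alternative that was run for single genes.

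**Figure D3:**
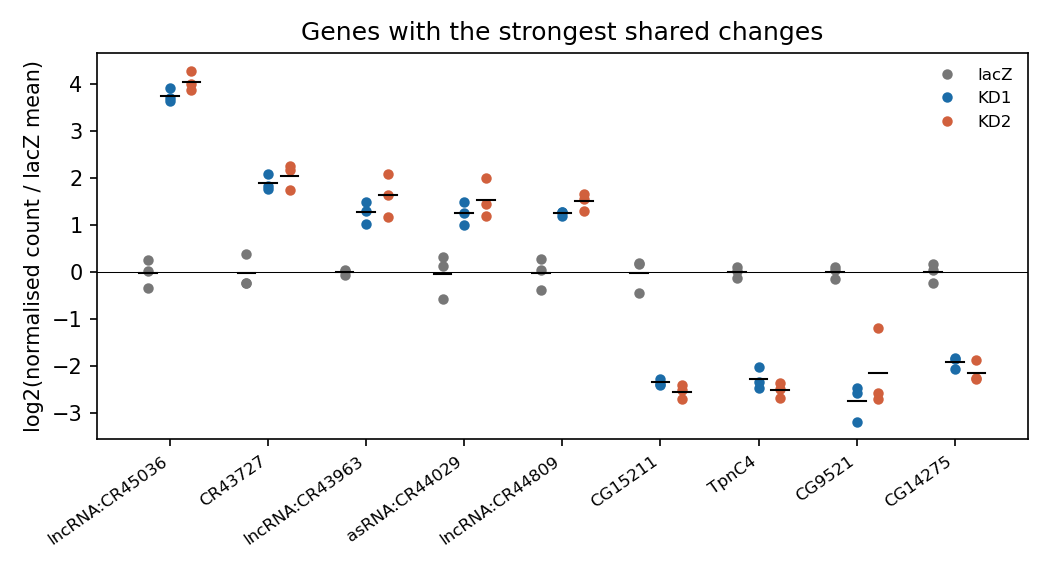
Log2 ratio of the normalised count to the lacZ mean (y axis) for the 5 genes that rose most and the 4 that fell most besides Hrb98DE (x axis); points are single samples and short lines are group means of the log2 ratios. In every gene the 6 knockdown samples lie on one side of the 3 lacZ samples, and the widest spread is in KD2 for CG9521, whose count was 85.8 ± 54.3.

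The study names 14-3-3zeta, dl (dorsal) and dom (domino) as genes whose protein but not mRNA level responded. For dom it also reports splicing that depends on Hrb98DE and a switch of protein isoform, which counts per gene cannot show. With all samples fitted, each of these genes stayed below the 1.3-fold requirement in KD1 and KD2. In these counts, 14-3-3zeta (chromosome 2R, 10099677 to 10109687) rose by 0.13 ± 0.04 (SE) on the log2 scale in KD1 (adjusted p = 0.00314) and equally by 0.13 ± 0.04 (SE) in KD2 (adjusted p = 0.00219), below the 1.3-fold requirement. With the replicate block these changes were no longer beyond replicate error (adjusted p = 0.224 and adjusted p = 0.215). For dl (chromosome 2L, 17436830 to 17450364), changes of 0.12 ± 0.07 (SE) and 0.16 ± 0.07 (SE) did not exceed replicate error with all samples (adjusted p = 0.237 and adjusted p = 0.0805, DESeq2) or with the replicate block (adjusted p = 0.745 and adjusted p = 0.539). They did in KD1 after the exon length correction (0.17, adjusted p = 0.0267), though not when it was combined with the block (adjusted p = 0.439), and in KD2 without KD2 replicate 2 (0.22, adjusted p = 0.0075). For dom (chromosome 2R, 21323430 to 21341847), the change was 0.19 ± 0.09 (SE) in KD1 (adjusted p = 0.115) and 0.29 ± 0.09 (SE) in KD2 (adjusted p = 0.00517). These values of dom depended on the setting. With the replicate block they were 0.18 (adjusted p = 0.379) and 0.25 (adjusted p = 0.139), and with the block and the exon length correction 0.30 (adjusted p = 0.0247) and 0.28 (adjusted p = 0.0362). In KD1, dom rose by 0.31 after the exon length correction alone (adjusted p = 0.000546) and by 0.30 without lacZ replicate 2 (adjusted p = 0.000463). Without lacZ replicate 2, the change of dom in KD2 was 0.40 and past the threshold.

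Because the study asked whether Hrb98DE affects sugar metabolism, glycolytic enzymes were examined as a set. The study's own evidence in these cells came from protein levels and from splicing, for genes linked to glucose metabolism or its regulation. The enzymes are a different gene set, and their mRNA totals do not test that proposal. Of the 13 enzymes, 12 were expressed. Their median log2 fold change was -0.11 in KD1 and -0.15 in KD2, with 8 genes lower and 4 higher in each. Of the 12, 7 had an adjusted p-value under 0.05 in each comparison, and 2 were past the threshold in each. The set showed no shift in a common direction beyond replicate error (two-sided rotation test of limma, adjusted p = 0.268 and adjusted p = 0.327 over both comparisons). This call depended on the samples fitted. With KD1 and lacZ alone, the median was again -0.11 and the rotation test of limma gave an adjusted p = 0.00183. Without KD2 replicate 2, the median in KD2 was -0.183 and the rotation test of limma gave an unadjusted p = 0.00619. Changes of members in opposite directions are not detected by this test. As a description of these libraries, the medians lay at percentile 0.23 and 0.05 of 10000 random sets matched on expression. With the replicate block, the medians were -0.09 and -0.15. Members moved in opposite directions, from -0.61 (Ldh) to 0.33 (Ald1) in KD1 and from -0.38 (Tpi) to 0.55 (Ald1) in KD2. Tpi (FBgn0086355, chromosome 3R, 30132981 to 30134599) was the single enzyme past the threshold in both comparisons, at -0.48 ± 0.08 (SE, adjusted p = 2.85e-07) and -0.38 ± 0.08 (SE, adjusted p = 6.84e-05). In KD2 it lay so close to 1.3-fold that edgeR placed it below that fold change.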

Values the study reported

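The study reported that Hrb98DE mRNA in S2R+ cells was depleted by about 84%, based on RNA-Seq. For the dsRNA with the greater depletion, it considered 4406 genes detected both as mRNA and as protein, and reported 231 of them as differentially expressed at the mRNA level.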

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

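The direct test of KD1 against KD2 and the fits that left out one replicate were planned before the data were examined. The explanations tested in this part were chosen after the counts of Hrb87F had been seen. One result stood out because the effects of both dsRNAs differed by a direct test. Hrb87F was higher in KD1 than in KD2 by 0.835 on the log2 scale (DESeq2 adjusted p = 4.09e-22), with all 3 KD1 samples above all 3 KD2 samples. No other gene was past the threshold in that comparison with all 9 samples fitted. The difference stayed between 0.73 and 0.91 across the 6 fits that each left out one replicate.

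Several technical explanations were tested. If a constant share of Hrb98DE reads had been counted on Hrb87F, the losses in lacZ and KD1 would set that share at 60.3% and predict a KD2 count of 2624, but the KD2 samples ranged from 1223 to 1585. With counts scaled by total reads or by TMM, the log2 ratio of the group means was at least 0.839. The correction for exon length left 0.841, but it hardly moves a gene of this length. The linear trends of the samples on exon length would give at most 0.0251 on the log2 scale between a KD1 and a KD2 sample at the length of Hrb87F, so such a trend did not account for the difference. A response of Hrb87F to the loss of Hrb98DE alone would require less Hrb98DE in KD2. Hrb98DE mRNA differed by -0.141 ± 0.074 (SE, KD1 against KD2), that is, in the other direction (adjusted p = 0.562, DESeq2). Protein was not analysed here, so a response to the level of Hrb98DE protein was not excluded. These tests bear on the difference between both dsRNAs. They leave open how much of the fall common to KD1 and KD2 is a response to Hrb98DE.

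A remaining hypothesis is that the dsRNAs act on Hrb87F mRNA directly, to different extents, since it is a paralog of their target. The largest other difference between KD1 and KD2 with an adjusted p-value under 0.05 was 0.301, but genes without an adjusted p-value included larger differences (CG9521, -0.73), and leaving out one replicate put up to 4 genes past the threshold. That the effect is specific to Hrb87F was therefore not shown. The dsRNA sequences were not compared with Hrb87F here, and direct silencing cannot be told apart from another dsRNA-specific effect. If the hypothesis holds, shared changes under both dsRNAs may reflect the loss of Hrb98DE, of Hrb87F or of both, and the overlap between dsRNAs would not exclude an effect of the paralog.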

How the results depend on the processing

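Hrb98DE kept its direction and its call in KD1 and KD2 under every alternative that was run, and did not differ between KD1 and KD2 under any of them. In the order KD1, KD2, both knockdowns against lacZ and shared genes, the counts past the threshold were 546, 602, 606 and 441. They stayed within 1.5 times of these values with edgeR, TMM factors, no low-count filter, the RPKM filter, no independent filtering, the exon length correction and fits of the groups compared (not applicable to both knockdowns together), and in every fit that left out one sample.

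In the same order, the replicate block gave 322, 344, 389 and 250 genes, and the block with the exon length correction (chosen after seeing the data) gave 301, 332, 374 and 243. The prior on fold changes gave 340, 392, 358 and 279. A fold change above 1.5 gave 287, 314, 313 and 239, no fold-change threshold gave 1571, 1745, 2058 and 1257, and the test against a minimum change gave 97, 128, 140 and 86. The last 3 settings change what is counted. The prior shrinks fold changes, and the fold-change threshold is applied to the shrunken values. The block spends degrees of freedom on replicate numbers that did not pair the samples in a measurable way. Whether this alone lowers the counts was not tested.

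For KD1 against KD2, the count of 1 gene became 12 with no fold-change threshold and ranged from 1 to 4 genes across the 6 fits that each left out one replicate. The correlation of KD1 and KD2 changes fell from 0.918 to 0.779 with disjoint, and thus fewer, lacZ samples and rose to 0.971 over genes past the threshold in at least one comparison. The slope moved by less than its jackknife error under the alternatives run for it, which were disjoint lacZ samples, other gene sets, edgeR, the prior, the replicate block and leaving out single samples. The glycolytic median in KD1 was -0.109 in the fit of KD1 and lacZ alone, where the rotation test passed 0.05 (adjusted p = 0.00183 in place of 0.268, limma). The cause was not tested. In KD2 it ranged from -0.183 to -0.0919 across the fits that each left out one replicate, and the test passed 0.05 without KD2 replicate 2.

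Of 435 recomputed values of the 14 other named genes, 426 kept their side of the combined threshold on adjusted p and fold change, 8 became weaker (all Tpi in KD2), 1 became stronger (dom in KD2) and 0 reversed. Corrections for GC content, alone and with the replicate block, were planned and not run, since no genome sequence was used.

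Other splits of the samples were compared with the real one, keeping to splits that part as many same-numbered pairs as the real one (4 for both knockdowns against lacZ, 2 for each comparison of single groups), while the other splits part fewer pairs. For shared genes, the 6 samples in the place of the knockdowns were divided by one random draw. For both knockdowns against lacZ, 1 of 36 splits, the real one, reached 606 genes, and the highest other count among all 84 splits was 104. For shared genes it was 1 of 36, with 20 as the highest other count. KD1 against lacZ, KD2 against lacZ and KD1 against KD2 each allow 4 such splits, of which 1 (the real one) was as large, a share that cannot fall under 0.05. Among all 10 splits of each, the highest other counts were 1, 56 and 3 genes.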

Other observations

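The tests of changes proportional to the loss of Hrb87F, of exon length between KD1 and KD2, of expression among noncoding genes, and of the knockdown axis and of Hrb98DE in lacZ replicate 2 were chosen after the pattern was seen.

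Both dsRNAs removed similar amounts of Hrb98DE mRNA but different amounts of Hrb87F mRNA. The size of the shared changes could thus in principle show which of them they follow. If they followed Hrb87F, changes would be larger in KD2. The slope of KD2 on KD1 changes was 1.033 with a jackknife SE of 0.056, which is not distinguishable from 1. Changes proportional to the loss of Hrb87F would give a slope of 1.31 by the percentage lost or 1.66 by the log2 fold change. The slope was below both, also when single samples were left out (1.003 to 1.078). The shared changes as a whole were therefore not proportional to the loss of Hrb87F. A single slope does not exclude that some of these genes followed Hrb87F. A response to Hrb87F that is already complete at the loss in KD1 was not tested.

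Among the 11 genes besides Hrb87F with an adjusted p-value under 0.05 between KD1 and KD2, 10 were higher in KD2. These 10 had a median exon length of 8318 bases, against 2158 for all genes with a mean CPM above 5. Across 6435 genes, the KD1 against KD2 change correlated with exon length (Spearman rho -0.438). After correcting each sample for exon length, Hrb87F was the 1 gene left with an adjusted p-value under 0.05. The edgeR test and the replicate block, without a length correction, also left only this 1 gene. The loss of the other 11 genes therefore does not by itself point to exon length. The trend differed between samples of one group, from -0.0337 to 0.00388 log2 units per doubling of exon length in KD1 and from -0.00253 to 0.0371 in KD2. A candidate explanation is a difference in RNA integrity or library preparation, since the trend varied within groups. Against lacZ, rho with exon length was -0.146 in KD1 and 0.0638 in KD2, and the counts of genes past the threshold after the correction were 526 and 610.

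lacZ replicate 2 lay closest to the knockdown samples of the 3 lacZ samples. Its log2 differences from another lacZ sample correlated across 6587 genes with knockdown changes measured against the third lacZ sample, with a Pearson r of 0.369 and 0.396 in the possible choices. The same measure between lacZ replicates 1 and 3 gave 0.0143. Hrb98DE was not reduced in this sample (104.2% of the mean of the other lacZ samples), and the lower correlation was 0.383 after a trend on exon length was removed. Without this sample, 627 genes in KD1 and 706 in KD2 were past the threshold. A hypothesis is that part of the knockdown response lies along an axis on which S2R+ cultures also vary without loss of Hrb98DE. With a single such sample, a difference in handling cannot be told apart from this, and no biological explanation was tested.

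Noncoding genes were over-represented among genes that rose in both knockdowns. Counting every annotated gene that is not protein-coding, pseudogenes included, they made up 22 of 146 annotated genes that rose (15.1%, with 3 pseudogenes among the 22), against 231 of 7244 (3.19%) among all annotated genes tested (Fisher's exact test, two-sided, p = 9.29e-10). Low expression or short exons did not account for this. Random sets matched on expression held a median of 9 and sets matched on exon length a median of 6, and a share of 0.0001 of either kind of set held as many as 22, the smallest share that 10000 sets can give. Among genes that fell, 17 of 287 (5.92%) were noncoding, also above the background (Fisher's exact test, two-sided, p = 0.0145) and above sets matched on exon length (median 8, a share of 0.0018 reached 17), but not above sets matched on expression (median 18, a share of 0.699 reached 17). For genes that fell, low expression therefore remains a possible explanation. Of the 22 noncoding genes that rose, 6 lie inside a protein-coding gene on the same strand, compared with 23 of 209 other noncoding genes (Fisher's exact test, two-sided, p = 0.0406). Reads from unspliced or retained host sequence may therefore contribute to some of these increases. The other 16 are not nested in this way, but noncoding host genes were not considered. The 22 include 4 of the 11 small nucleolar RNAs tested and the 1 tRNA tested. Whether reads of these came from the mature RNA or from longer transcripts was not tested, nor was transcription reading past the end of a neighbouring gene.

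The number of genes past the threshold here was 546 in KD1 and 602 in KD2. Both are higher than the value quoted from the study above, which was restricted to genes also detected as protein. That value is for the dsRNA with the greater depletion, which the text of the study does not name. The study also differed in its filter and in its DESeq2 version, whose default shrank fold changes. With the prior on fold changes the counts here were 340 in KD1 and 392 in KD2, and with the RPKM filter 486 and 542. How much each difference contributes to the gap was not tested.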
